A study of Mus musculus with 12 samples.

How the data were processed

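RNA of the hypothalamus was sequenced from 12 mice of 3 genotypes of the Wfs1 mutant line Wfs1tm1Koks. By the overall design these were 4 wild-type, 4 heterozygous and 4 homozygous individuals, each with its own library. The growth protocol speaks of more hypothalamus animals per genotype than these 4. The design and the 12 count columns were followed, and what the difference means for a library is not known. Per the labels' protocols, total RNA was purified and treated with DNase, 50 ng was turned into cDNA with the NuGEN Ovation RNA-Seq System V2, and barcoded fragment libraries were pooled and read on a SOLiD 5500xl sequencer as pairs of 75 and 35 bp. Reads were compared with mouse genome build mm10 per the submitters' processing notes. The aligner, the counting tool, the gene annotation and the strand of the counts are not given in the sources used here.

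The deposited table holds raw counts per gene symbol for the 12 libraries, which was checked on the values: all are whole numbers, and every library has its own total. It has 24020 genes, of which 6133 had no count in any library. In the copy used here 58 numbered lines are absent. Repeated symbols carry a suffix in 955 lines, which hold 0.0608% of all counts, and these lines were kept as separate genes. Total counts were 979394 to 2330872 per library. Intervals given for the share of a gene in single libraries are Wilson 95% intervals and cover counting error only. The prediction limit for Wfs1 uses the t distribution and the spread of the 4 wild-type libraries. Library columns were matched to the labels by genotype and number. The homozygous column numbered 5 has no label with its number, and it was placed in the homozygous group by its genotype. It is called homozygous replicate 5. Sex is not given in the labels used here. The allele name does not say which part of the Wfs1 transcript is still counted, and counts per gene do not show a position within a gene.

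Symbols were matched to GENCODE M21 for coordinates and transcript base composition: 20717 matched directly, 1895 by an older symbol and 1408 not at all. Genes were tested with edgeR 4.0.16 in R 4.3.3, with TMM scaling factors (0.908 to 1.08), the default filter on low counts and quasi-likelihood F tests in a fit of all 12 libraries on genotype. The filter left 10737 genes, and the common biological coefficient of variation was 0.148. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. The contrasts were homozygous against wild-type, heterozygous against wild-type, homozygous against heterozygous, and a slope on the number of mutant alleles. Standard errors (SE) of log2 fold changes are the fold change divided by the square root of F. CPM are counts scaled to library size with the TMM factors and are given as mean ± SD. Adjusted p of genes are from edgeR unless another tool is named.

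The contrasts, the tests, the gene lists and the rule for naming genes were fixed before the data were examined. By that rule the text names Wfs1, the 12 called genes with the most positive and the 12 with the most negative log2 fold change between homozygous and wild-type mice (6 each way for the other pairs and 4 each way for the slope), up to 4 genes per list by smallest p, and up to 8 called genes near Wfs1. Provisional gene models and genes under a mean of 1 CPM were passed over, and 1 list gene that the rule covers is not reported here. The lists cover neuropeptides, their receptors, the growth hormone and IGF axis, thyroid hormone and retinoid handling, the unfolded protein response, endoplasmic reticulum calcium with WFS1 partners, prohormone processing, GABA and glutamate transmission, monoamines, oxidative phosphorylation, mitochondrially encoded genes, ribosomal proteins, immediate early genes, the circadian clock, glucocorticoid response, heat shock, and interferon with antigen presentation. Marker lists cover oligodendrocytes, their precursors, astrocytes, microglia, endothelium with pericytes, ependyma with tanycytes, choroid plexus, meninges, blood, pituitary, telencephalon with striatum, thalamus and hypothalamic transcription factors. Lists with at least 5 members tested (27) went to limma 3.58.1 camera with a preset correlation of 0.01 between genes, two-sided, adjusted over the lists. Camera compares a list with all other genes. It was repeated with an estimated correlation. Fry, run beside it, asks whether the genes of a list move on balance one way, or, in its mixed form, change in either direction.

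Genes within 10 Mb of Wfs1 were compared with all others by a one-sided Fisher exact test. The changes of the homozygous and heterozygous groups share the wild-type libraries, so their correlation across genes is given beside 20 simulations of unchanged groups and 6 splits of the wild-type libraries. Each library was also placed on the axis of log2 CPM from the wild-type mean (0) to the homozygous mean (1), with its own values left out of the axis and without Wfs1 and Rn45s.

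Alternatives were RLE factors, DESeq2 1.42.0, limma-voom with sample quality weights, no filter on low counts, a filter at 1 CPM in 4 libraries, only the genotypes compared, the replicate number as a block, an estimated correlation for the lists, windows of 5 and 20 Mb, and leaving out each library. The filter at 1 CPM was planned as a stricter one, but it kept 14359 genes against 10737 with the default, so it was looser. Chosen after seeing the data were an offset for each library's trend on transcript GC (loess, span 0.3), the same with GC and adenine percent, a covariate called the composition score (each library's slope of log2 CPM deviation on the adenine percent of transcripts), leaving out the homozygous libraries lowest in Rn45s (replicates 4 and 5), and leaving out these with heterozygous replicate 2. Composition was known for 10626 of the genes tested (99.0%).

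The steps were tested on simulated data built from these counts. With no change built in, 0 genes were called in each contrast by edgeR. In a simulation of base composition, 182 of 10737 genes were called between homozygous and wild-type without correction. Between heterozygous and wild-type and between homozygous and heterozygous 0 were called. With the GC and adenine offset or the composition score as a covariate, 0 were called in each of these contrasts. Of 100 genes changed 1.5-fold, 19% were called between homozygous and wild-type, 27% between heterozygous and wild-type and 22% between homozygous and heterozygous. At 2-fold these were 73%, 72% and 79%. Genes that had not been changed made up 4.98% to 8% of calls. A list moved 1.5-fold had an adjusted p of 1.73e-14 with the preset and 0.000371 with an estimated correlation. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.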

Results

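Hypothalamus transcriptomes were compared between mice carrying 0, 1 or 2 mutant copies of Wfs1, with 4 individuals per genotype. Wfs1 encodes wolframin, a membrane protein of the endoplasmic reticulum (ER), and its loss in humans causes Wolfram syndrome. Wild-type libraries held 1312886, 1030045, 1282608 and 1538688 counts (replicates 1, 2, 3 and 5). Heterozygous libraries held 1546593, 2329642, 1401947 and 1539863 counts (replicates 1 to 4). Homozygous libraries held 1557515, 2330872, 1348020 and 979394 counts (replicates 1, 2, 4 and 5).

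Wfs1 itself separated the 3 genotypes in every library. It stood at 114, 138, 163 and 167 CPM in the wild-type libraries and at 84.2, 81.8, 103 and 89.9 CPM in the heterozygous libraries. In the homozygous libraries it stood at 20.1, 17.5, 14.8 and 15.8 CPM (30, 39, 18 and 14 counts). The means were 146 ± 24.6, 89.6 ± 9.28 and 17.1 ± 2.32 CPM (SD, n = 4 each). In mouse build mm10 the gene lies on chromosome 5, 36966104 to 36989205, on the minus strand (ENSMUSG00000039474.13, protein coding). Wfs1 was 8.41-fold lower in homozygous than in wild-type mice (log2 fold change −3.07, SE 0.177, adjusted p = 6.96e-11). In heterozygous mice it was 1.63-fold lower (log2 fold change −0.71, SE 0.144, adjusted p = 0.0216). That heterozygous call ended when wild-type replicate 2, 3 or 5 or heterozygous replicate 1, 3 or 4 was left out, with log2 fold changes of −0.63 to −0.78 and adjusted p of 0.0548 to 0.136. It also ended with the GC and adenine offset (−0.54, adjusted p = 0.0649). Counts that remained in homozygous mice cannot be placed within the gene.

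**Figure D1:**
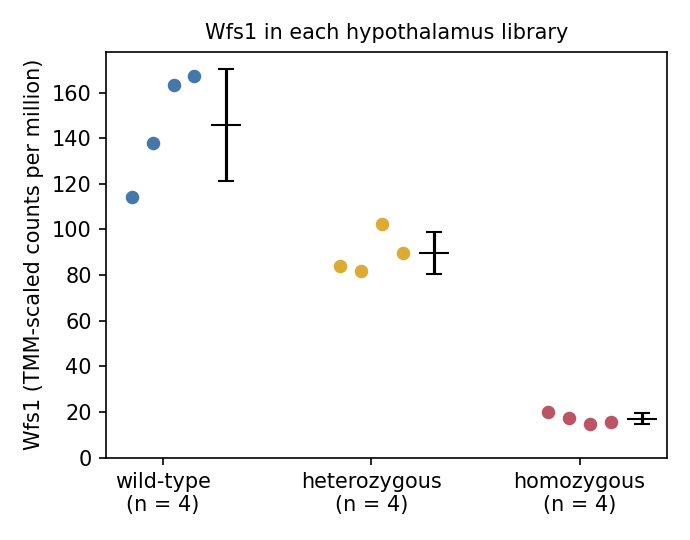
Wfs1 in TMM-scaled CPM (y axis) in each of the 12 hypothalamus libraries (points), by genotype (x axis), with the mean and SD of each genotype beside the points. All wild-type libraries lie at 114 or above, the heterozygous libraries from 81.8 to 103, and the homozygous libraries from 14.8 to 20.1.

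The comparison of homozygous with wild-type mice asks which hypothalamic transcripts differ when both copies of Wfs1 are mutant. Among genes with an established symbol, the most positive change was in Npm1, which encodes the nucleolar protein nucleophosmin: 129 ± 27.0 CPM in wild-type, 354 ± 107 in heterozygous and 728 ± 182 in homozygous mice (SD, n = 4 each; log2 fold change 2.49, SE 0.207, adjusted p = 5.80e-08), with no overlap between genotypes. Its reads are not certain to be its own, since Npm1 has processed pseudogenes. Ppig, a splicing-associated cyclophilin, rose from 186 ± 31.8 to 974 ± 337 CPM (log2 fold change 2.38, SE 0.222), and Avpr1a, a vasopressin receptor, from 3.16 ± 1.14 to 17.3 ± 5.93 CPM (2.37, SE 0.378). Hmgn5, a nucleosome-binding protein, rose by 2.37 (SE 0.303) on the log2 scale. Counts under the symbol Cdr1 rose by 2.32 (SE 0.190), though a circular antisense RNA comes from the same locus and the strand is not stated. The other genes of the 12 most positive were Tlr7 (2.18), Spata9 (2.07), Prdm8 (1.93), Ralyl (1.86), Prpf38b (1.86), Nexn (1.86) and Acot1 (1.84). Acot1 has a near-identical neighbour, Acot2. Prpf38b is a splicing factor, Prdm8 a transcriptional regulator of neurons and Tlr7 a receptor for single-stranded RNA.

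Below Wfs1 on the falling side was Rn45s, the multi-copy precursor of ribosomal RNA, at 1528 ± 454 CPM in wild-type, 474 ± 210 in heterozygous and 212 ± 141 in homozygous mice (SD, n = 4; log2 fold change −2.81, SE 0.344, adjusted p = 8.00e-06). The folate carrier Slc19a1 fell by 2.41 (SE 0.422), Rnd2 by 2.32 (SE 0.569) and Cyth2, an exchange factor for ARF proteins, by 2.20 (SE 0.383), all on the log2 scale. Pard6b (−2.12), Entpd2 (−2.03), Med25 (−1.99), Cenpb (−1.92), Cdc42ep1 (−1.92), Ap1s1 (−1.92) and Gnb2 (−1.91) completed the 12 most negative. In all, 1475 genes were higher and 1248 lower in homozygous mice, 25.4% of the 10737 tested, of which 298 were more than 2-fold higher and 313 more than 2-fold lower. Without the homozygous libraries lowest in Rn45s, replicates 4 and 5, the numbers were 810 higher and 534 lower, and all 24 genes named here stayed called. With the composition score as a covariate, 197 were higher and 56 lower. Of the 24, Npm1, Ppig, Hmgn5, Cdr1, Prpf38b, Ralyl, Spata9, Rn45s and Wfs1 stayed called, and the other 15 did not. The score comes from the same counts and did not overlap between wild-type (−0.0588 to −0.0143) and homozygous libraries (0.00154 to 0.0861). A call lost with it, here and below, can therefore also reflect lost power. The share of built-in changes found with this covariate was not simulated.

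**Figure D2:**
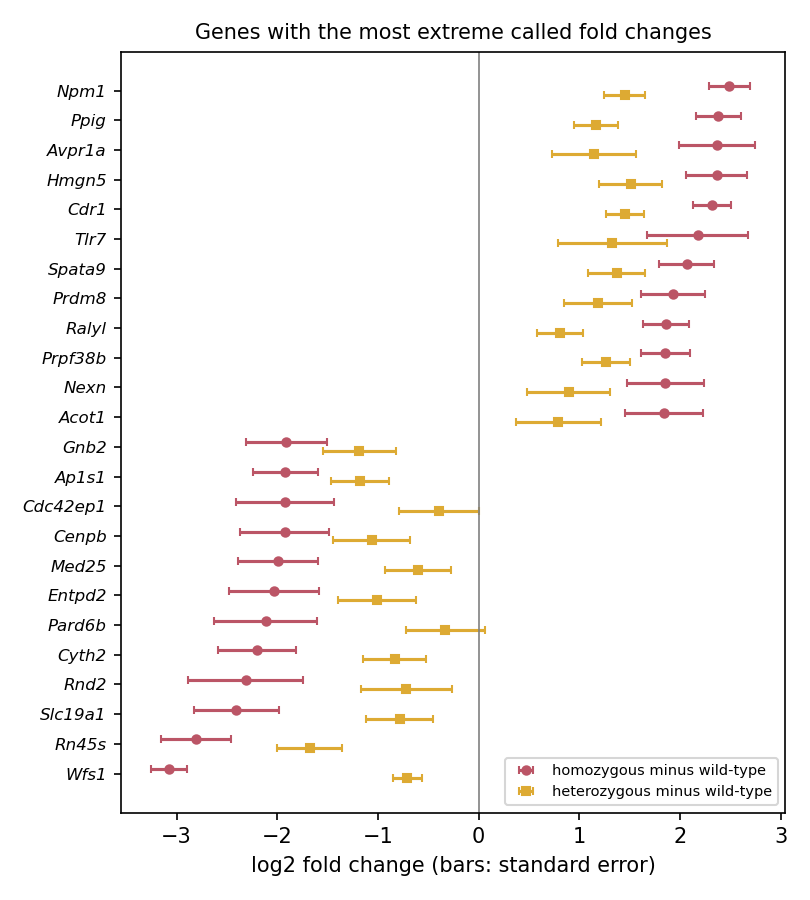
Log2 fold change (x axis; bars, standard error) of the 12 most positive and 12 most negative called genes between homozygous and wild-type mice (y axis), each with its heterozygous minus wild-type value. Values run from −3.07 for Wfs1 to 2.49 for Npm1 in homozygous mice, and from −1.68 for Rn45s to 1.51 for Hmgn5 among heterozygous values that were called.

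Neuroendocrine genes moved both ways. Of 20 neuropeptides tested, 3 were higher and 3 lower (4 and 3 adjusted over the list alone). Somatostatin (Sst, log2 fold change 1.03, SE 0.210, adjusted p = 0.00114) and cholecystokinin (Cck, 1.08, SE 0.240) rose, and thyrotropin-releasing hormone (Trh, −1.08, SE 0.181) fell. Of 19 neuropeptide and feeding receptors, 3 were higher and 1 lower (3 and 1 adjusted over the list alone). Avpr1a and the neuropeptide Y receptor Npy2r (1.17, SE 0.187) rose, and the neurotensin receptor Ntsr2 (−0.78, SE 0.172) fell. The growth hormone and IGF axis had 2 of 16 genes higher and 4 lower (4 and 5 adjusted over the list alone). The growth hormone signal transducer Stat5b (−1.05, SE 0.195) and the insulin receptor substrate Irs2 (−1.07, SE 0.215) fell. Of 15 thyroid hormone and retinoid genes, 3 were higher and 3 lower (3 and 3 adjusted over the list alone). The hormone-responsive factor Klf9 rose from wild-type to homozygous by 1.5 (SE 0.157, adjusted p = 1.48e-06) and the activating deiodinase Dio2 by 1.62 (SE 0.318). The receptor Thra changed by −1.06 (SE 0.183). With the composition score as a covariate Sst and Klf9 stayed called, and Cck, Trh, Avpr1a, Npy2r, Ntsr2, Stat5b, Irs2, Dio2 and Thra did not.

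Among 30 genes of the unfolded protein response, 5 were higher and 5, Wfs1 itself among them, lower (7 and 5 adjusted over the list alone). The ER chaperone Hsp90b1 rose from 695 ± 131 to 1697 ± 324 CPM (SD, n = 4; log2 fold change 1.29, SE 0.142, adjusted p = 2.30e-06) and the disulfide isomerase Pdia3 by 1.26 (SE 0.160) on the log2 scale. Derl1, of ER-associated degradation, fell by 0.98 (SE 0.206). ER calcium genes and WFS1 partners had 2 of 19 higher and 3 lower (4 and 3 adjusted over the list alone). The sodium pump subunit Atp1b1 (0.58, SE 0.102) rose, and the calcium sensors Ncs1 (−1.06, SE 0.177) and Stim1 (−0.83, SE 0.187) fell. In prohormone processing and insulin secretion 4 of 19 were higher and 6 lower (5 and 7 adjusted over the list alone). The granule proteins Chgb (1.12, SE 0.154) and Scg2 (0.65, SE 0.119) rose, and the vesicle GTPase Rab3a (−0.57) fell. GABA and glutamate genes had 5 of 19 higher and 3 lower (6 and 3 adjusted over the list alone). The receptor subunits Gabra2 (0.85, SE 0.217) and Gabra5 (0.64, SE 0.170) rose, and Gabrb1 (−0.83, SE 0.177) and Gria1 (−0.49, SE 0.113) fell. For monoamines, 1 of 13 was higher and 2 lower (1 and 2 adjusted over the list alone), led by histidine decarboxylase, Hdc (−1.11, SE 0.265). Rab3a, Gabra2 and Gabra5 were not called without homozygous replicates 4 and 5 or with the composition score, under which Gabra2 stood at −0.24. With the composition score as a covariate the genes Hsp90b1, Pdia3, Atp1b1, Chgb and Scg2 stayed called, and Derl1, Ncs1, Stim1, Gabrb1, Gria1 and Hdc did not.

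Oxidative phosphorylation had 5 of 26 genes higher and 3 lower (5 and 4 adjusted over the list alone). The ATP synthase genes Atp5b (log2 fold change 0.87, SE 0.108, adjusted p = 9.26e-06) and Atp5a1 (0.61, SE 0.123) rose, and Cox4i1 of complex IV fell (−0.98, SE 0.212). Of 12 ribosomal proteins, 1 was higher and 0 lower (1 and 0 adjusted over the list alone), Rpl5 (1.21, SE 0.266), whose processed pseudogenes leave its reads uncertain. Immediate early genes had 0 of 10 higher and 3 lower (0 and 3 adjusted over the list alone): Nr4a1 (−1.30, SE 0.283), Btg2 (−1.69, SE 0.416) and Fos (−1.08, SE 0.303). Without wild-type replicate 5, Fos stood at −0.88 (adjusted p = 0.0578). Clock genes had 0 of 15 higher and 2 lower (0 and 2 adjusted over the list alone), Nr1d1 (−0.86) and Per3 (−0.59), neither of them called without homozygous replicates 4 and 5. Of 14 glucocorticoid-responsive genes, 5 were higher and 2 lower (5 and 2 adjusted over the list alone), with Hif3a up (1.18, SE 0.315) and the mineralocorticoid receptor Nr3c2 down (−0.82, SE 0.212; not called without homozygous replicates 4 and 5). Of 11 heat shock genes, 5 were higher and 0 lower (5 and 0 adjusted over the list alone), among them Hsph1 (0.96, SE 0.143, adjusted p = 6.07e-05), Hsp90aa1 (0.91, SE 0.157) and Dnajb1 (0.84, SE 0.196). Interferon and antigen presentation had 1 of 10 higher and 0 lower (1 and 0 adjusted over the list alone), B2m (1.05, SE 0.217), which was not called without homozygous replicates 4 and 5. Atp5b, Btg2 and Hsph1 stayed called with the composition score as a covariate, and Atp5a1, Cox4i1, Rpl5, Nr4a1, Fos, Nr1d1, Per3, Hif3a, Nr3c2, Hsp90aa1, Dnajb1 and B2m did not. Of the 13 mitochondrially encoded genes, 0 have a line in the table used here.

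Among cell type markers, the oligodendrocyte, precursor and astrocyte lists had genes called both ways. Of 16 oligodendrocyte and myelin genes, 4 were higher and 2 lower (4 and 3 adjusted over the list alone), with Ermn (0.87) and Gjc3 (0.65, SE 0.153) up and Mag down (−0.96). Of 9 precursor markers, 1 was higher and 2 lower (1 and 3 adjusted over the list alone), all 3 calls ending without homozygous replicates 4 and 5. Astrocyte markers had 2 of 15 higher and 4 lower (2 and 5 adjusted over the list alone). Aldoc (0.80, SE 0.115) and the water channel Aqp4 (0.91, SE 0.184) rose, and Mlc1 (−0.77, SE 0.158) and Agt (−0.91, SE 0.194) fell. Of 14 endothelial and pericyte markers, 0 were higher and 2 lower (0 and 2 adjusted over the list alone), Vtn (−1.47, SE 0.274) and Pdgfrb (−1.32, SE 0.342). By edgeR, 0 of 10 microglial and 0 of 6 meningeal markers were called (0 of each adjusted over the list alone). Of these, 0 had an unadjusted p under 0.05, and DESeq2 and limma-voom also called 0. Ependymal and tanycyte markers had 2 of 9 higher (1 adjusted over the list alone), Dio2 and Nes. The call of Nes ended in 9 of the 12 omissions of a single library (adjusted p = 0.0506 to 0.192). Choroid plexus had 1 of 6 higher (2 higher and 1 lower adjusted over the list alone), Prlr. The call of Prlr ended without homozygous replicate 5 or wild-type replicate 5 (adjusted p = 0.0645 and 0.0556), and with the GC and adenine offset. Telencephalic and striatal markers had 2 of 14 higher (2 adjusted over the list alone), including Camk2n1 (0.81, SE 0.175), and thalamic markers 3 of 12 (3 adjusted over the list alone), including Rora (1.33, SE 0.261). Of the hypothalamic transcription factors 1 of 14 was higher (1 adjusted over the list alone), Six3 (0.64, SE 0.190), whose call ended without wild-type replicate 2 (adjusted p = 0.0516). Too few members were tested for the blood list (3, of which Bpgm was higher and Beta-s lower) and the pituitary list (2, of which Chgb was higher and Pomc lower). Omission of a single library ended the call of Bpgm in 7 cases (adjusted p = 0.0521 to 0.177). It ended that of Beta-s in 8 (0.0518 to 0.201) and that of Pomc in 5 (0.0562 to 0.153). Without homozygous replicates 4 and 5 the calls of Mag, Mal, Six3, Prlr, Penk, Ntng1, Slc17a6, Beta-s, Bpgm and Pomc ended. Of the calls counted here, that left 1 telencephalic (of Camk2n1 and Penk), 1 thalamic (Rora), and 0 for choroid plexus and blood. With the composition score as a covariate Gjc3 and Vtn stayed called. Ermn, Mag, Mal, Aldoc, Aqp4, Mlc1, Agt, Pdgfrb, Dio2, Nes, Prlr, Camk2n1, Penk, Rora, Ntng1, Slc17a6 and Six3 did not. Beta-s, Bpgm and Pomc were also not called with that covariate.

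Camera placed 0 of the 27 lists past an adjusted p of 0.05 between homozygous and wild-type mice, with 2 under an unadjusted p of 0.05: heat shock (adjusted p = 0.0511, mean log2 fold change 0.42) and glucocorticoid response (adjusted p = 0.534, mean 0.48). With an estimated correlation 0 lists passed (heat shock adjusted p = 0.292; 1 list under an unadjusted p of 0.05), and with limma-voom quality weights 0 passed (2 under an unadjusted p of 0.05). The heat shock list passed when wild-type replicate 5, heterozygous replicate 3 or homozygous replicate 4 was left out (adjusted p = 0.0215, 0.0393 and 0.0280). It also passed with no filter (0.00412), the looser filter at 1 CPM (0.0161), only 2 genotypes (0.0471), without homozygous replicates 4 and 5 (0.0476), and without these and heterozygous replicate 2 (0.0458). With the composition score as a covariate, glucocorticoid response passed instead (adjusted p = 0.0161). Fry, which asks about movement on balance without comparing with other genes, found 3 lists: heat shock, immediate early genes, and endothelium with pericytes. Its mixed form, for changes in either direction, found 24. Median, mean and test direction differed in sign for ER calcium, myelin, microglial and meningeal genes.

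A targeted allele can carry flanking DNA of another strain, so genes near Wfs1 were counted apart. Within 10 Mb of Wfs1, 20 of 110 tested genes were called (18.2%), against 2668 of 10496 elsewhere (25.4%; odds ratio 0.652, 95% interval 0.380 to 1.07, one-sided Fisher exact p = 0.971). The called neighbours included higher Bod1l (log2 fold change 1.41, SE 0.145), Slc4a1ap (1.10), Ppp2r2c (0.82) and Fam193a (0.66), and lower Cad (−1.65), Med28 (−0.75) and Ept1 (−0.68). With the composition score as a covariate, Bod1l, Slc4a1ap and Fam193a stayed called and the other 4 did not.

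In heterozygous mice, compared with wild-type to see what 1 mutant copy goes with, Cdr1 counts rose from 149 ± 35.6 to 412 ± 71.2 CPM (SD, n = 4; log2 fold change 1.46, SE 0.187, adjusted p = 0.000629) and Npm1 by 1.45 (SE 0.205, adjusted p = 0.00151) on the log2 scale. Hmgn5 (1.51, SE 0.313), Fam166a (1.41), Spata9 (1.37) and Prpf38b (1.27) were the other genes of the 6 most positive. Rn45s changed by −1.68 (SE 0.326, adjusted p = 0.0168), the proton pump subunit Atp6v0a2 by −1.03, Klhdc3 by −0.87 and Wfs1 by −0.71. The neuronal chemokine Cx3cl1 changed by −0.69 (192 ± 22.6 to 117 ± 27.4 CPM) and the kinetochore protein Zwint by −0.67 (173 ± 12.9 to 108 ± 14.4 CPM). Of these 12, only Cdr1 and Npm1 were called whichever single library was left out. Calls of the other 10 ended without wild-type replicate 2 or 3 or heterozygous replicate 3 or 4 (10 of 10 each), without wild-type replicate 1 or heterozygous replicate 1 (8 of 10 each), and without wild-type replicate 5 (Wfs1 and Klhdc3), at adjusted p of 0.0513 to 0.222. The GC and adenine offset ended the calls of Hmgn5, Fam166a, Klhdc3 and Wfs1 and gave no value for Rn45s. The composition score as a covariate ended those of Atp6v0a2 and Klhdc3, and DESeq2 those of Atp6v0a2, Fam166a, Klhdc3 and Spata9.

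In total 55 genes were higher and 9 lower in heterozygous mice (64, with 1520 under an unadjusted p of 0.05). The total moved to 16 without wild-type replicate 1, 3 without wild-type replicate 2 or 3 or heterozygous replicate 3 or 4, 24 without heterozygous replicate 1, 108 without wild-type replicate 5, 118 without homozygous replicate 5 and 218 without heterozygous replicate 2. DESeq2 called 222 and limma-voom 394. Among list genes, Hsp90b1 (log2 fold change 0.60, SE 0.141) and Chgb (0.74, SE 0.153) were higher and Wfs1 lower. Both higher calls ended without wild-type replicate 1, 2 or 3 or heterozygous replicate 1, 3 or 4 (adjusted p = 0.0658 to 0.223), and with the GC and adenine offset. Camera found 2 lists higher with the preset correlation, heat shock and glucocorticoid response, and 0 with an estimated correlation (adjusted p = 0.154 and 0.636; 2 lists under an unadjusted p of 0.05). Fry found 1 list, heat shock, and its mixed form 6. The heat shock list (adjusted p = 0.0131, mean log2 fold change 0.27) had 0 of 11 genes past the threshold over all genes by edgeR and 4 higher adjusted over the list alone: Hsp90aa1 (0.66), Hsph1 (0.55), Dnajb1 (0.55) and Dnaja1 (0.51). Of the 11, 4 had an unadjusted p under 0.05, DESeq2 called 2 and limma-voom 3. The glucocorticoid list (adjusted p = 0.0268, mean 0.39) had 0 of 14 past the threshold by edgeR and 2 higher adjusted over the list alone, with Sgk1 at 0.89 (SE 0.237). Of the 14, 4 had an unadjusted p under 0.05, and DESeq2 and limma-voom each called 1. The glucocorticoid list did not pass without wild-type replicate 2, heterozygous replicate 2 or heterozygous replicate 4 (adjusted p = 0.136, 0.236 and 0.0783), with limma-voom (0.0937), with only 2 genotypes (0.111), or without homozygous replicates 4 and 5 and heterozygous replicate 2 (0.251). Median, mean and test differed in sign for neuropeptides, receptors, thyroid, unfolded protein response, ER calcium, prohormone, GABA and glutamate, monoamine, immediate early, clock and ependymal genes.

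Homozygous and heterozygous mice were compared to see what the loss of the remaining copy goes with. Besides Wfs1 (5.15-fold lower, log2 fold change −2.36, SE 0.180, adjusted p = 2.59e-08), the peroxisomal enzyme catalase (Cat) was at 93.8 ± 21.7 CPM in heterozygous and 228 ± 111 in homozygous mice (SD, n = 4; 1.27, SE 0.254). Dio2 was at 29.7 ± 10.1 and 70.8 ± 33.2 CPM (1.21, SE 0.299) and the activin subunit Inhba at 4.36 ± 2.48 and 13.4 ± 3.93 CPM (1.60, SE 0.384). Avpr1a (1.22), Ppig (1.21, SE 0.210, adjusted p = 0.00844) and the mitochondrial carrier Slc25a46 (1.11) completed the 6 most positive. The most negative besides Wfs1 were Fbxo46 (−1.70), Tyk2 (−1.64), Hinfp (−1.57), the glutamate receptor Grm2 (−1.51) and Chchd5 (−1.37). In total 187 genes were higher and 49 lower (236, with 2179 under an unadjusted p of 0.05). Wfs1 was the only gene called without homozygous replicates 4 and 5, and also the only gene called with the composition score as a covariate. Of the other 11 named genes, Ppig alone was called whichever single library was left out. The 10 others were lost without heterozygous replicate 2 and without homozygous replicate 4 or 5, and in part without heterozygous replicate 1, 3 or 4, homozygous replicate 1 or 2 or a wild-type replicate, at adjusted p of 0.0518 to 0.299. The total was 6 without heterozygous replicate 2, 42 without heterozygous replicate 1 or 4, 24 and 32 without homozygous replicates 4 and 5, and 765 and 867 without homozygous replicates 1 and 2. Camera placed 0 of 27 lists past the threshold (lowest adjusted p 0.2497, immediate early genes; 1 under an unadjusted p of 0.05; limma-voom 0; fry 0, its mixed form 11). Median, mean and test differed in sign for growth hormone, thyroid, ER calcium, myelin and thalamic genes.

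Along the number of mutant alleles, the 4 most positive slopes per allele were those of Npm1 (1.24, SE 0.104), Avpr1a (1.19, SE 0.180), Ppig (1.19, SE 0.106) and Cdr1 (1.15), on the log2 scale. The 4 most negative were Rn45s (−1.41, SE 0.163), Wfs1 (−1.40, SE 0.135), Slc19a1 (−1.10, SE 0.201) and Rnd2 (−1.06, SE 0.269). Slopes of 1492 genes were above 0 and of 1265 below (n = 12 libraries). All 55 genes higher in heterozygous mice were also called higher in homozygous mice and all 9 lower ones were also called lower, with 0 going opposite ways. Independent calls would give 7.56 and 1.05, numbers that leave out the shared wild-type libraries. When each mutant genotype was set against its own 2 wild-type libraries, 24 of 29, 17 of 20 and 30 of 41 heterozygous calls were also homozygous calls in the 3 of 6 splits that gave heterozygous calls. Across genes, which are not independent replicates, changes of the 2 mutant genotypes correlated at r = 0.741, against 0.515 (0.501 to 0.524) in simulations of unchanged groups that share the wild-type libraries, and 0.320 to 0.561 when each genotype was set against its own 2 wild-type libraries. The covariance was 0.127 against 0.0329 simulated and 0.0753 to 0.115 with separate wild-type libraries. Those splits share no wild-type library between the mutant genotypes, so the simulated 0.515 and 0.0329 are not their reference.

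The share of Rn45s in the counts went with these gene changes, also within genotypes. It was 0.159% ± 0.0469 in wild-type, 0.0477% ± 0.0223 in heterozygous and 0.0201% ± 0.0138 in homozygous libraries (SD, n = 4), and its ranges in the wild-type and homozygous groups did not overlap. Homozygous replicates 4 and 5 had 0.00861% (Wilson 95% interval 0.00718 to 0.0103) and 0.00776% (0.00620 to 0.00971), and heterozygous replicate 2 had 0.0811% (0.0776 to 0.0849) against 0.0349 to 0.0380% in the other heterozygous libraries. On the axis from the wild-type to the homozygous mean of log2 CPM, wild-type libraries lay at 0.114 ± 0.141, heterozygous libraries at 0.434 ± 0.170 and homozygous libraries at 0.871 ± 0.381. Homozygous replicates 4 and 5 lay at 1.15 and 1.25, replicates 1 and 2 at 0.570 and 0.518, and heterozygous replicate 2 at 0.186, among the wild-type values of −0.0672 to 0.243. With genotype means taken out of both, position and log10 of the Rn45s share had a Pearson r of −0.961 over 12 libraries (two-sided exact permutation p = 0.0042, adjusted 0.00839 over 2 relations) and a Spearman rho of −0.916 (exact permutation p = 0.0123, adjusted 0.0246). The r was −0.932 without the 2 libraries farthest from the median. The composition score and log10 of the Rn45s share, the other relation, had an r of −0.907 (exact permutation p = 0.0171, adjusted 0.0171) and a rho of −0.818 (exact permutation p = 0.0581, adjusted 0.0581), with r = −0.838 without the 2 farthest libraries. Transcripts of the 1462 higher genes with known composition between homozygous and wild-type mice had a median GC content of 44.4% and those of the 1233 lower genes 54.5%, against 49.1% in genes not called. Adenine made up 28.4%, 22.6% and 25.6%. Malat1, an abundant nuclear RNA, made up 0.955 to 1.45% of counts in wild-type, 1.48 to 2.49% in heterozygous and 1.47 to 2.32% in homozygous libraries. All 12 libraries had counts of the Y-linked genes Ddx3y (94 to 183), Kdm5d (49 to 121), Uty (36 to 89) and Eif2s3y (20 to 56), with 0 to 7 counts of Xist.

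**Figure D3:**
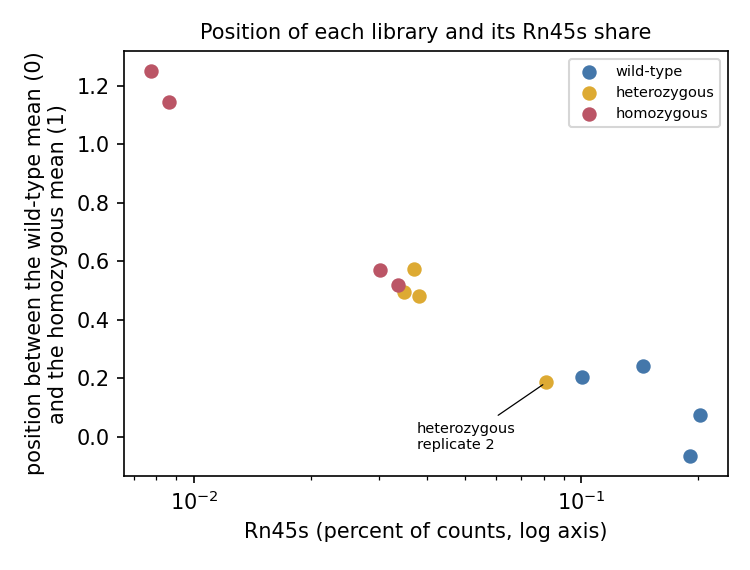
Position of each of the 12 libraries (points, coloured by genotype) between the wild-type mean at 0 and the homozygous mean at 1 of log2 CPM (y axis), against the percent of counts from Rn45s (x axis, log scale). Libraries with less Rn45s lie nearer the homozygous mean, within genotypes too, and heterozygous replicate 2 lies at 0.186.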

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

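Tests of base composition, of the Rn45s gradient, of omitted Rn45s-low libraries and of a mislabelled sample were chosen only after the results were seen; the counts over other splits of the samples were planned. In 17 of 336 groups of 4 libraries (5.06%) a single library lay far from the other 3, by the ratio of its gap to the whole range; chance marks about 1 in 20 groups. Heterozygous replicate 2 stood apart in total counts (2329642, others 1401947 to 1546593), Rn45s (0.0811% of counts, others 0.0349 to 0.0380; 788 CPM, others 352 to 379), Gnb2 (22.1 CPM, others 5.86 to 8.36) and Grm2 (19.2 CPM, others 7.22 to 8.79). Wild-type replicate 2 stood apart in Cox4i1 (94.2 CPM, others from 160.3), Fam193a (198.8 CPM, others to 162) and Inhba (12.4 CPM, others to 5.13). Wild-type replicate 3 did so in Avpr1a (1.46 CPM, others from 3.67) and Gnb2 (39.3 CPM, others to 23.8), and wild-type replicate 5 in Atp5a1 (769 CPM, others to 603), Prpf38b (195 CPM, others to 95.5) and Vtn (39.8 CPM, others to 24.9). Among homozygous libraries, replicate 1 stood apart in Sgk1 (76.4 CPM, others to 42.0), replicate 4 in Gabrb1 (24.7 CPM, others from 30.5), and replicate 5 in Btg2 (13.5 CPM, others to 4.49) and Eif2s3y (31.6 CPM, others to 25.5).

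About 1 in 4 tested genes was called between homozygous and wild-type mice. Only the real one of 35 splits gave as many as 2723 genes, and the highest other gave 23. A random division of the libraries is thus argued against, at the smallest share 35 splits can give. The splits cannot tell genotype from a gradient between libraries that runs with it. Base composition as the whole cause is argued against by the 1524 of these genes still called with the GC and adenine offset, and homozygous replicates 4 and 5 as the whole cause by the 1217 still called without them. A gradient between libraries that Rn45s tracks remains a candidate explanation for part of the calls, since within genotypes position and Rn45s correlated at r = −0.961. An effect of genotype apart from that gradient cannot be told apart from it for all calls. The reason is that wild-type and homozygous libraries do not overlap in Rn45s or in the composition score. With that score as a covariate 253 genes were called, 191 of them among the 2723.

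Heterozygous replicate 2 lay among the wild-type libraries in its position between the wild-type and homozygous means (0.186, wild-type −0.0672 to 0.243). Wfs1, the only gene tested for this, does not decide whether the library is a mislabelled wild-type sample. The library's Wfs1 level of 81.8 CPM was below all 4 wild-type libraries. That level was above the lower 95% prediction limit for a further wild-type library (77.0 CPM from log2 values, 58.3 from CPM). All 4 heterozygous libraries lay above that limit, so it could not have marked any of them. Replicate 2 had the lowest Wfs1 level of the 4. Its 95% interval for counting error alone (70.7 to 94.0 CPM) lay below that of wild-type replicate 1, the lowest wild-type library (97.2 to 133.8). The library's Rn45s share of 0.0811% was also below that of all 4 wild-type libraries. Npm1 (129 ± 27.0 CPM in wild-type, 354 ± 107 in heterozygous mice) did not overlap between genotypes. For these genes the library therefore lay on the heterozygous side, but they were among the most changed and were not tested for this. A position on the same gradient is a candidate explanation, since the library's Rn45s share exceeded that of the other heterozygous libraries. No biological explanation was tested for this library.

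Heat shock and glucocorticoid lists were higher in heterozygous than in wild-type mice by camera with the preset correlation, but with an estimated correlation 0 lists passed (adjusted p = 0.154 and 0.636). With the preset correlation both lists still passed under the GC and adenine offset (larger adjusted p = 0.0148). They also passed with the composition score as a covariate (larger adjusted p = 0.0232). These values do not decide on base composition or the Rn45s gradient as a cause, since the same test also passed lists in splits other than the real one. Chance cannot be excluded: 18 of 35 splits gave at least 2 lists, and the highest other gave 5. Across alternatives with the preset correlation the heat shock list kept an adjusted p of 0.000228 to 0.0367, and the glucocorticoid list ranged from 0.00208 to 0.251. Genotype stays open as an untested explanation.

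For the remaining counts, the 64 genes of heterozygous against wild-type mice were matched by 1 of 35 splits, the real one (highest other 29). The 236 genes of homozygous against heterozygous mice were also matched by 1 of 35 (highest other 1). A random division of the libraries is argued against for both, at the smallest share 35 splits can give. Such splits cannot tell genotype from a gradient between libraries that runs with it. The 2757 genes of the slope were matched by 1 of 100 splits, the real one, which argues against a random division with the same limit. The highest other, 2130 genes, put heterozygous replicate 1 with homozygous replicates 2, 4 and 5 at the same end, and the next gave 4 genes. For the 0 lists between homozygous and wild-type mice, 35 of 35 splits gave as many by construction (up to 5 lists), so this count says nothing about chance.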

How the results depend on the processing

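The settings chosen after seeing the data are the composition offsets, the composition score and both sets of libraries left out by their Rn45s share; the others were planned. Wfs1 was lower in heterozygous and homozygous than in wild-type mice in all 24 alternatives. The correlation between the mutant genotypes was 0.564 to 0.761 in the 10 alternatives run for it. With shared wild-type libraries its positive sign decides nothing by itself, since sharing alone gave 0.515 in simulations of unchanged groups with the main settings. With separate wild-type libraries r was 0.320 to 0.561 over 6 splits, which argues against sharing as the only source of the sign. Simulated values for the alternatives are not available. The count near Wfs1 was in none of the alternatives above that elsewhere at a one-sided exact p under 0.05. The odds ratio was 0.425 to 0.722 with single libraries left out and 1.58 with the score (one-sided exact p = 0.259). Between homozygous and wild-type mice (2723 genes) RLE factors, DESeq2, limma-voom, both filters, only 2 genotypes and both offsets gave 2012 to 2849 genes and single libraries left out 1856 to 3076. The composition score left 253, omission of homozygous replicates 4 and 5 left 1344, and of these with heterozygous replicate 2 left 1534. For the slope (2757 genes) these gave 296, 1582 and 1678, and single libraries left out 1936 to 2942. Heterozygous against wild-type (64 genes) became 222 with DESeq2, 394 with limma-voom, 280 with no filter, 382 with only 2 genotypes. It was 149 with the GC offset, 207 with the score, 430 without homozygous replicates 4 and 5, 978 without these and heterozygous replicate 2, and 3 to 218 with single libraries left out. Homozygous against heterozygous (236 genes) became 429 with DESeq2, 78 with limma-voom, 727 with no filter, 44 with only 2 genotypes. It was 1 with the score, 1 and 2 with both sets of libraries left out, and 6 to 867 with single libraries left out. Wfs1 in heterozygous mice changed by −0.54 with the GC and adenine offset, no longer past the threshold, and by −0.81 to −0.63 with single libraries left out. Lists past camera between homozygous and wild-type mice (0) became 1 with no filter, the looser filter at 1 CPM, only 2 genotypes, the score (there the glucocorticoid list, otherwise heat shock) and both sets of libraries left out, and 0 to 1 with single libraries left out. Between heterozygous and wild-type mice (2 lists) they became 1 with limma-voom, only 2 genotypes and all 3 libraries left out, 0 with an estimated correlation, and 1 to 4 with single libraries left out (4 without wild-type replicate 3; 1 without wild-type replicate 2, heterozygous replicate 2 or heterozygous replicate 4). Of 3895 comparisons of 163 named gene values with an alternative, 3356 kept direction and side of the threshold, 490 lost the call, 45 gained it and 4 reversed. All 4 reversed with the score: Gabra2 −0.24, B2m −0.076, Olig1 0.13 and Slc17a6 −0.086 between homozygous and wild-type mice. The offsets gave no value for Rn45s. No homozygous library enters the fold changes between heterozygous and wild-type mice. Leaving such libraries out moved that count through what the fit shares: filter, scaling and spread. Homozygous replicates 1 and 2 differed from 4 and 5 by a chi-square per degree of freedom of 6.53 to 7.04. Within these pairs it was 2.68 and 2.24, and within the other genotypes 1.86 to 4.47. Which shared part acted, and the cause of the other changes, was not tested. At this depth and with 4 libraries per genotype, 19% to 27% of simulated 1.5-fold changes were called.

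With the replicate number as a block, 1308 genes were called between homozygous and wild-type mice, 163 between heterozygous and wild-type, 33 between homozygous and heterozygous and 1269 along the slope. Wild-type replicate 5 and homozygous replicate 5 were each alone in their block. In that fit they therefore did not bear on the genotype contrasts. These rested on wild-type replicates 1 to 3, homozygous replicates 1, 2 and 4 and the heterozygous libraries. Wfs1 in heterozygous mice stood at −0.60 and was not called (adjusted p = 0.0532). In that fit 1 list passed camera between homozygous and wild-type mice, heat shock (adjusted p = 0.0262). Between heterozygous and wild-type mice the glucocorticoid list did not pass (adjusted p = 0.0772). Heat shock and oxidative phosphorylation did (adjusted p = 0.00254 each). With the main settings oxidative phosphorylation had not passed between these genotypes (0.218). It also passed there with no filter (0.0188), without wild-type replicate 5 (0.00895) and with the GC and adenine offset (0.0148). The block fit and the omission both set wild-type replicate 5 aside, so they are not independent settings. The numbers do not pair the samples: residuals of the 8 pairs with a shared number correlated at 0.0219 on average (−0.265 to 0.337), those of 40 other pairs at −0.00446, and 4 of 10 libraries correlated best with their own number.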

Other observations

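All genes named in this part were chosen after their values were seen, and no test of an explanation was run on them. Between homozygous and wild-type mice, 155 genes were called in the same direction in all 25 fits, 139 higher and 16 lower. Among them were the neurofilament genes Nefl (371 ± 85.9 CPM in wild-type, 543 ± 51.9 in heterozygous and 778 ± 25.1 in homozygous mice, SD, n = 4; log2 fold change 1.07, SE 0.134, adjusted p = 1.16e-05) and Nefm (266 ± 114, 581 ± 179 and 831 ± 132 CPM; 1.64, SE 0.218), and the synaptic vesicle gene Syn1 (643 ± 60.4, 927 ± 79.2 and 1430 ± 253 CPM; 1.15, SE 0.123). Nucb2, the precursor of nesfatin, rose from 74.7 ± 16.3 to 231 ± 44.3 CPM (1.60, SE 0.189), and the splicing-related genes Pnn (1.59, SE 0.171) and Luc7l3 (1.74, SE 0.195) and the translation factors Eif5b (1.54, SE 0.177) and Eif3a (1.38, SE 0.167) rose as well. Lower in all 25 fits were, among others, the chemokine Cx3cl1 (−1.18, SE 0.154) and the phosphatase Pdxp (−1.45, SE 0.193). Between heterozygous and wild-type mice 3 genes were called in all 25 fits, Cdr1, Npm1 and Ccdc34, and between homozygous and heterozygous mice 1, Wfs1.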
